A study of Gallus gallus with 12 samples.

How the data were processed

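RNA-seq was carried out on 12 chicken samples from 4 cell types with 3 replicates each: primary fibroblasts, the HD3 erythroblast line, primary red blood cells of embryos at embryonic day 10, and primary red blood cells of adult hens 28 to 38 weeks old. Per the labels' protocols, total RNA was extracted with TRIzol and stranded libraries were made after removal of ribosomal RNA. The aligner, the counting program, the genome build and the annotation release are not stated in the labels.

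The authors deposited 4 tables of FPKM values, 1 per cell type, with a column per replicate and a column holding their average. FPKM is the number of fragments counted on a gene, divided by the length of the gene and by the number of fragments in the library. Per the name under which the authors deposited each table, these FPKM values were then scaled to cell number. The scaling factor, and how cell numbers or RNA per cell were measured, are not stated. A difference in level between cell types therefore rests on the library, on the abundance of the transcript and on this factor together. In each table the deposited average was 0.3 or more for every gene listed, so each list was taken to stop at a cutoff of 0.3 on the scaled values. Genes missing from a table were treated as not listed, which is no measurement of 0. Samples were matched to columns by the sample descriptions, and 0 per-sample columns were left unmatched.

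Genes are given by Ensembl chicken IDs without names. The RefSeq gene table used here holds 25635 genes and carries an Ensembl ID for 0 of them, and the files do not pair the IDs with names. Gene symbols, positions and gene lists were therefore not used, and at most 2 genes that rose and 2 that fell are given by ID.

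The depth of each library was worked out from the values after the files had been looked at. Within a sample, a gene's FPKM is a whole number of reads times a constant of the sample, divided by the gene's length. Ratios between samples gave that constant, and ratios between genes gave whole-number lengths. Lengths and whole reads were found for 13796 of the 13889 genes in any table (99.3%), with a median length of 2204 bp. Whole reads came out for 100% of the values of erythroblasts and of both kinds of red blood cells, and for 99.3% of the values of fibroblasts. The same shares of the listed genes had a recovered length, so the shares of whole values are no separate check. A gene whose length and reads share a common divisor can come out too short with too few reads, so single lengths are lower estimates. In a test on 13889 simulated genes, the read number was recovered exactly for at least 96.7% of the genes listed in each sample. The library total divided by the cell-number factor also follows from the constant. In the 3 fibroblast libraries it was within 4.2e-05 of a whole number, 9069947, 24014646 and 19380182 reads, so the factor of fibroblasts was taken as 1.

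For the other cell types, where that quotient was not whole, a lower bound and an upper estimate of the factor were made. A library cannot hold fewer reads than its listed genes, which sets a lower bound in each replicate, and the largest of the 3 was used. This assumes, without a test, that the replicates of a cell type share 1 factor. An upper estimate was made by giving each of the 13796 genes that a table does not list a scaled value of 0.3, with 1 factor per cell type. It leaves out reads that fall on none of these genes. For fibroblasts the same estimate came to 0.977 where the factor is 1, so it runs low by the share of reads elsewhere and is no limit. The lower bounds were 0.171 in erythroblasts, 0.0111 in embryonic and 0.00253 in adult red blood cells, and the upper estimates 0.174, 0.0199 and 0.0121. The cutoff of 0.3 then stands for an unscaled FPKM of at most 1.75 in erythroblasts, 27.1 in embryonic and 118 in adult red blood cells. Without a shared factor, single replicates would allow up to 29.2 in embryonic and 139 in adult red blood cells. The upper estimates of the factor put it at 1.73, 15.0 and 24.7.

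For each of the 6 pairs of cell types, log2(FPKM + 1) was tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend and with only the 6 samples of the pair in the fit. Genes listed in both tables with a mean of at least 1 over those samples were tested. A gene counted as changed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, two-sided. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. Values were compared across tables because the authors' scaling puts them on a per-cell scale with a common cutoff. Results on samples rescaled to equal sums or centred on their median are given beside them. Sums and medians were taken over the genes tested in the pair, not over all listed genes. Genes in both tables can hold unlike parts of the whole sum, which moves the equal-sum splits. For example, the 462 genes in all 4 tables held 231257 of 525556 in fibroblasts and 14038 of 15508 in embryonic red blood cells. Equal sums take the cell-number factor out, while median centring on log2(FPKM + 1) does so only in part. Sums of values, numbers of genes at or above 1 and shares of the 10 highest genes were compared with two-sided exact permutation tests, 18 in all, adjusted together by the Benjamini-Hochberg method. The shares were also tested over the 462 genes in all 4 tables, as 6 further tests adjusted together. With 3 samples against 3 these cannot go below 0.1. Agreement of replicates was described by Pearson's r of log2(FPKM + 1) across genes. Python packages were pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

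The limma test was tested on simulated data built from the real means and spreads. Among 9442 genes of the erythroblast and fibroblast comparison, 200 were changed by a log2 value of 1.5, 2 or 3. Of these, 65%, 82% and 95% were called. Among 195 genes of the comparison of adult with embryonic red blood cells, with 40 changed, 80%, 90% and 95% were called. False calls made up at most 3.70% of the calls in these 6 runs. The simulated noise was independent between genes, with the same spread in both cell types, and changes ran in both directions. In the 2 real comparisons 80.0% and 53.8% of the tested genes changed, mostly downward. These rates therefore need not hold for the real calls.

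The rule for genes given by ID was set before the data were examined. It took, in each comparison, the 2 genes with the highest and the 2 with the lowest fold change among changed genes whose replicates did not overlap, and the highest genes of each cell type. Because the IDs carry no names, only the genes of the comparison of adult with embryonic red blood cells and the highest gene are given.

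The tests, the threshold and most alternatives were set before the data were examined. They comprised a pseudocount of 0.1, no filter on low values, genes missing from one table set to 0, samples rescaled to equal sums or centred on their median, all 4 cell types in 1 fit, no variance trend, the replicate number as a block, and each replicate left out in turn. Limma voom on the recovered reads, with 2 choices of library size, was added after seeing the data. The replicate numbers come from the sample titles, and the labels do not say that a number stands for a shared batch. Whether samples with the same number deviate together from their cell-type means was checked across genes. Between adult red blood cells and fibroblasts the correlations for replicates 1, 2 and 3 were 0.153, 0.215 and 0.333. In the other 5 comparisons at least 1 of the 3 correlations was below 0.1.

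The deposited averages were used only to find the cutoff of the lists. No interval for counting error was attached to single genes, because the spread between replicates was far larger than counting error in each pair of replicates, with a chi-square per degree of freedom of at least 8.64.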

Results

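Transcript levels were measured by stranded RNA-seq of total RNA, after ribosomal RNA had been removed, in 4 kinds of chicken cells. Primary fibroblasts served as a cell type outside the red blood cell lineage. HD3 is a cultured line of chicken erythroblasts, precursors in that lineage. Red blood cells of birds keep their nucleus, and they were taken from embryos at embryonic day 10 and from the blood of adult hens aged 28 to 38 weeks. Each cell type had 3 replicates, which makes 12 samples. The title of the series concerns polymerase pausing and chromatin organization in erythrocytes, and the RNA-seq data show which transcripts, and how much of them per cell on the authors' scale, the 4 cell types contained.

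Values are FPKM scaled by the authors to cell number, called scaled FPKM here. Levels in different cell types are comparable only as far as that scaling, whose factor is not stated, is right. If the replicates of a cell type share 1 factor, an error in it moves all 3 alike. The SDs and p-values of levels and fold changes on this scale then leave that error out. The reads on listed genes, recovered from the values, numbered 8853451, 23384460 and 18979309 in fibroblast replicates 1 to 3. They numbered 9051843, 19081702 and 19379161 in erythroblasts, 6454390, 17808106 and 16131087 in embryonic red blood cells, and 5363928, 9541884 and 2916238 in adult red blood cells. A listed gene had a median of 168 to 455 reads in the fibroblast libraries and of 1078 to 4188.5 reads in the adult red blood cell libraries, so depth did not limit the genes listed for red blood cells.

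Replicates of a cell type were compared first. Across the listed genes, Pearson's r of log2(FPKM + 1) between replicates was 0.906 to 0.982 in fibroblasts, 0.8998 to 0.997 in erythroblasts, 0.961 to 0.993 in embryonic and 0.727 to 0.937 in adult red blood cells. Genes are not independent replicates, so these values describe the libraries and carry no test. In adult red blood cells replicate 3 had r of 0.823 with replicate 1 and 0.727 with replicate 2, against 0.937 between replicates 1 and 2. Spearman's rho for the same pairs was lower, at 0.350 and 0.182, against 0.783 between replicates 1 and 2. In erythroblasts replicate 1 had r of 0.8998 and 0.905 with replicates 2 and 3, which had 0.997 with each other. Fibroblast replicate 2 had r of 0.916 and 0.906 with replicates 1 and 3, against 0.982 between replicates 1 and 3. Embryonic replicate 1 had r of 0.961 and 0.965 with replicates 2 and 3, against 0.993 between replicates 2 and 3. Causes were not tested for fibroblast replicate 2 or embryonic replicate 1. The labels give each library as a separate sample, and no pair of replicates differed by less than read-counting noise, as a library deposited again would.

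The first question was how much transcript signal each cell type held per cell. The sum of scaled FPKM over the listed genes was 525556 ± 42877 (SD, n = 3) in fibroblasts and 119564 ± 22324 (SD, n = 3) in HD3 erythroblasts. It was 15508 ± 2512 (SD, n = 3) in embryonic and 2743 ± 632 (SD, n = 3) in adult red blood cells. The sum was thus 4.40-fold higher in fibroblasts than in erythroblasts, 7.71-fold higher in erythroblasts than in embryonic red blood cells, and 5.65-fold higher in embryonic than in adult red blood cells. In each of the 6 pairs of cell types all 3 samples of one lay above all 3 of the other. The two-sided exact permutation p was 0.1 in each pair, the smallest that 3 samples against 3 allow, with an adjusted p of 0.106 over the 18 tests of this kind. Without the 10 highest genes of each sample, the alternative that lowered the sum of embryonic red blood cells most, that sum was 1904.

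**Figure D1:**
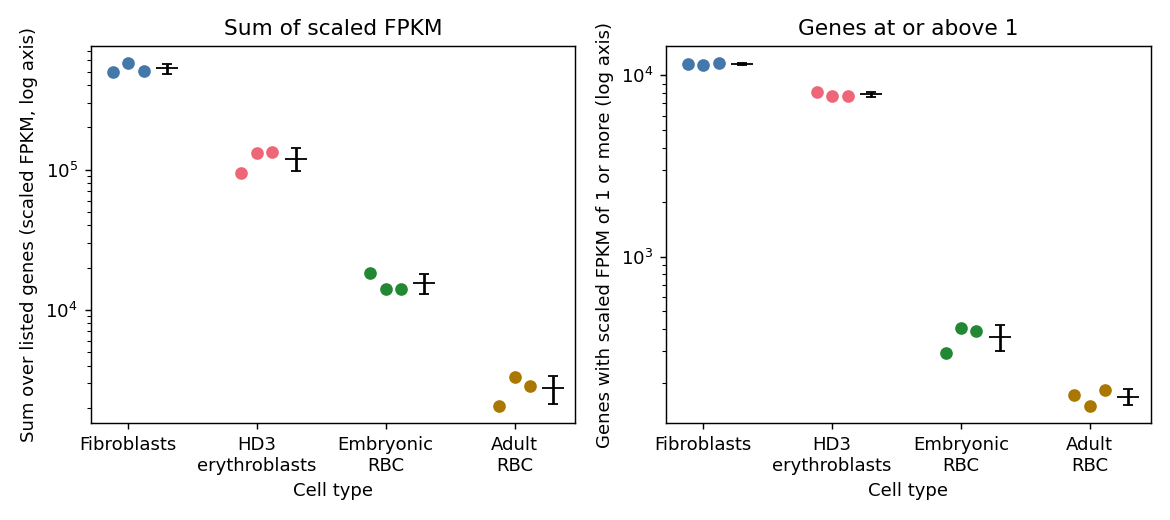
Sum of scaled FPKM over listed genes (left) and number of genes at or above a scaled FPKM of 1 (right), both on log axes, for each replicate (points, in the order 1 to 3 from left to right) of the 4 cell types, with mean and SD in black (n = 3); RBC stands for red blood cells. Both measures fall from fibroblasts through erythroblasts and embryonic red blood cells to adult red blood cells, from 525556 to 2743 for the mean sum and from 11539 to 169 for the mean number of genes.

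The number of genes at or above a scaled FPKM of 1 was 11539 ± 150 (SD, n = 3) in fibroblasts, 7852 ± 240 (SD, n = 3) in erythroblasts, 362 ± 60.1 (SD, n = 3) in embryonic and 169 ± 17.3 (SD, n = 3) in adult red blood cells. Each pair of cell types was again separated without overlap, at an exact permutation p of 0.1 and an adjusted p of 0.106. The tables listed 13451, 10303, 1354 and 804 genes in the same order. The common cutoff of 0.3 on scaled values corresponds to different unscaled levels. It stands for an unscaled FPKM of 0.3 in fibroblasts and of at most 1.75 in erythroblasts, 27.1 in embryonic and 118 in adult red blood cells, with estimated lower ends of 1.73, 15.0 and 24.7. These upper limits assume that the replicates of a cell type share 1 factor. A gene below the cutoff in red blood cells is therefore not shown to be silent there.

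Of 11966 genes at or above 1 on average in any cell type, 97.8% reached 1 in fibroblasts, 66.7% in erythroblasts, 3.10% in embryonic and 1.39% in adult red blood cells. These are the shares that a random set of the 11966 genes would have on average. Of the 11966, 88 reached 1 in all 4 cell types and 3948 in fibroblasts alone. Erythroblasts had 7986 such genes, of which 96.9% also reached 1 in fibroblasts. Of 371 genes in embryonic red blood cells, 95.1% reached 1 in erythroblasts. Adult red blood cells had 166, of which 94.0% reached 1 in fibroblasts, 89.2% in erythroblasts and 55.4% in embryonic red blood cells. Both kinds of red blood cells shared 92 genes. With any listed gene counted in place of those at or above 1, all 4 tables shared 462 genes.

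The share of the sum held by the 10 highest genes of a sample was 31.0% ± 2.01 (SD, n = 3) in fibroblasts, 36.6% ± 10.6 (SD, n = 3) in erythroblasts, 87.5% ± 2.46 (SD, n = 3) in embryonic and 65.6% ± 9.84 (SD, n = 3) in adult red blood cells. This share does not depend on the cell-number factor, although it is taken over the genes each table lists. Embryonic red blood cells lay above the other 3 cell types and adult red blood cells above fibroblasts and erythroblasts without overlap, at an exact permutation p of 0.1 (adjusted p 0.106) in these 5 pairs. Erythroblasts and fibroblasts did not differ beyond the spread of replicates, with an exact permutation p of 0.4. The separation of adult red blood cells from fibroblasts and erythroblasts did not hold over the 462 genes in all 4 tables. There the share was 68.4% ± 3.23 (SD, n = 3) in fibroblasts, 64.5% ± 6.68 (SD, n = 3) in erythroblasts, 92.4% ± 1.28 (SD, n = 3) in embryonic and 72.4% ± 8.60 (SD, n = 3) in adult red blood cells. Adult cells overlapped with fibroblasts at an exact permutation p of 0.7 and with erythroblasts at an exact permutation p of 0.4, with adjusted values of 0.7 and 0.6 over 6 tests. Embryonic red blood cells stayed above the other 3 cell types without overlap, at an exact permutation p of 0.1 and an adjusted p of 0.2.

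The gene with the highest mean was the same in the 4 cell types, ENSGALG00000017926, with a recovered length of 329 bp. It was chosen as the highest gene by a rule set before the data were examined. It held 17.7% ± 0.372 (SD, n = 3) of the sum in fibroblasts, 23.3% ± 9.53 (SD, n = 3) in erythroblasts, 23.3% ± 6.72 (SD, n = 3) in embryonic and 25.4% ± 18.6 (SD, n = 3) in adult red blood cells. FPKM divides by length, so its share of the reads on listed genes was lower. That share was 3.14%, 5.62%, 11.5% and 10.5% on average in the same order, over lists of different length. By reads, ENSGALG00000017926 was below ENSGALG00000043234 in embryonic cells, which took 19.7%. The first place of ENSGALG00000017926 by mean scaled FPKM in embryonic red blood cells rested on replicate 1. Without that replicate its mean scaled FPKM there was 2738, below that of ENSGALG00000043234 at 3125, and it ranked 2 and 3 in replicates 2 and 3. In adult red blood cells it ranked first on the mean whichever replicate was left out, although it ranked 3 in replicate 3. The adult value rested on replicate 2, at 45.8%, and was 15.2% without it. The mean scaled FPKM of ENSGALG00000017926 was 93033 ± 6617 (SD, n = 3) in fibroblasts and 738 ± 674 (SD, n = 3) in adult red blood cells, the latter falling to 352 without replicate 2. Of the 10 genes with the highest means, 3 were shared by the 4 cell types, 6 by fibroblasts and erythroblasts, and 5 by both kinds of red blood cells.

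The comparison of adult with embryonic red blood cells asked how the transcript levels of circulating red blood cells differ between the adult and the embryo. Of 481 genes listed in both tables, 195 had a mean of at least 1 and were tested with limma, and 105 changed. Of these, 10 were higher and 95 lower in adult cells, with a median log2 fold change of -1.02 over the 195 genes. Without the filter the median over the 481 genes was -0.239, and with a pseudocount of 0.1 the median over the 195 genes was -1.69. The number of higher genes depended on single libraries. It was 19 without adult replicate 2, and 5 and 6 without embryonic replicates 2 and 3. Recovered lengths of the 10 higher genes were 132, 132, 132, 133, 135, 136, 873, 881, 1201 and 2324 bp. Some of the 95 lower genes were short too, at 124, 132, 141 and 169 bp. The split also depended on the scaling of the samples. With each sample centred on its median gene, which sets the median change near 0 by construction, 41 genes were higher and 25 lower. With equal sums 61 were higher and 8 lower, the alternative that moved the split between higher and lower genes most. Limma voom on the recovered reads, scaled to the reads on listed genes and added after seeing the data, gave 61 higher and 22 lower.

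In the comparison of adult with embryonic red blood cells, the highest increases among changed genes without overlap of replicates were those of ENSGALG00000011715 and ENSGALG00000017864. ENSGALG00000011715 had a scaled FPKM of 18.6 ± 8.16 (SD, n = 3) in adult and 0.610 ± 0.129 (SD, n = 3) in embryonic cells, a log2 fold change of 3.52 with a standard error of 0.346 and a limma adjusted p of 8.84e-05. It was at 251 ± 28.4 (SD, n = 3) in fibroblasts and 149 ± 88.5 (SD, n = 3) in erythroblasts. Its share of the reads on listed genes, free of the cell-number factor, was 1.90% ± 0.968 (SD, n = 3) in adult and 0.0135% ± 0.00319 (SD, n = 3) in embryonic red blood cells. ENSGALG00000017864, with a recovered length of only 132 bp, rose by a log2 fold change of 2.38 with a standard error of 0.639 and a limma adjusted p of 0.0121. Its adult replicates 1 to 3 were at 12.2, 4.76 and 35.8 against an embryonic mean of 1.78 ± 0.780 (SD, n = 3), and the adult mean of 17.6 ± 16.2 (SD, n = 3) was 8.50 without replicate 3.

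The strongest decreases in the same comparison were those of ENSGALG00000031597 and ENSGALG00000043234. ENSGALG00000031597 had a scaled FPKM of 27.4 ± 14.0 (SD, n = 3) in adult and 2486 ± 319 (SD, n = 3) in embryonic red blood cells, a log2 fold change of -6.57 with a standard error of 0.535 and a limma adjusted p of 5.92e-05. It took 12.9% ± 2.12 (SD, n = 3) of the reads on listed genes in embryonic and 0.662% ± 0.381 (SD, n = 3) in adult cells. ENSGALG00000043234 had a scaled FPKM of 114 ± 35.0 (SD, n = 3) in adult and 3491 ± 655 (SD, n = 3) in embryonic cells, a log2 fold change of -4.95 with a standard error of 0.422 and a limma adjusted p of 5.92e-05. It took 19.7% ± 2.83 (SD, n = 3) of the embryonic and 2.98% ± 1.06 (SD, n = 3) of the adult reads on listed genes. In erythroblasts ENSGALG00000031597 was at 26.6 ± 12.2 (SD, n = 3) and ENSGALG00000043234 at 52.2 ± 13.7 (SD, n = 3). These 4 genes kept their direction and passed the threshold under each of the 16 alternatives, the equal-sum and median-centred scalings included. The files do not pair these IDs with gene names.

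**Figure D2:**
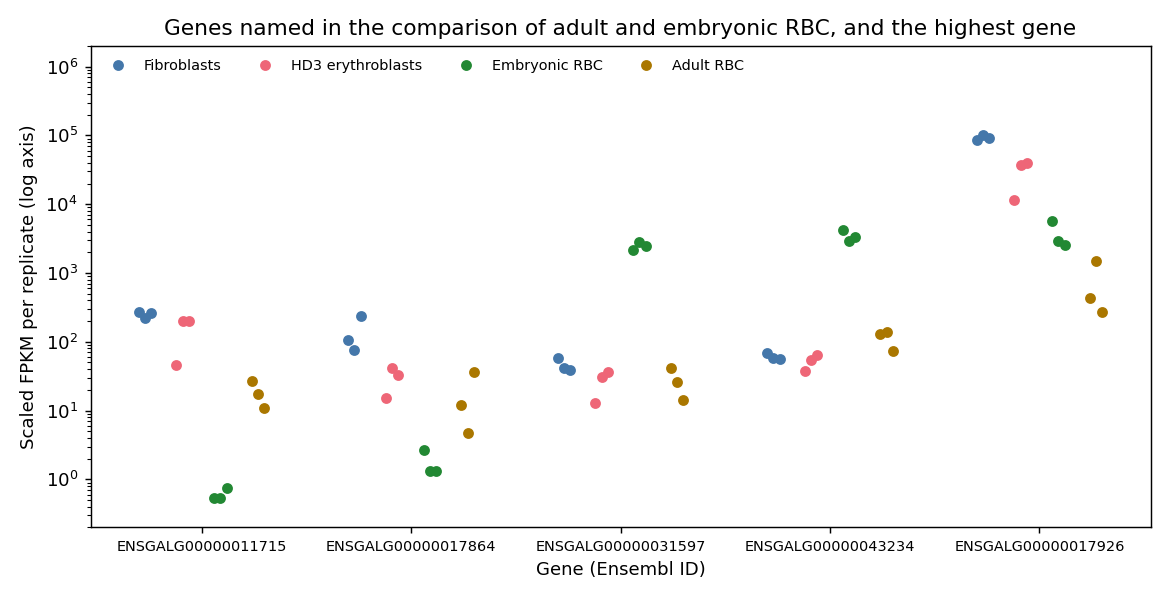
Scaled FPKM on a log axis of each replicate (points) in the 4 cell types (colours) for the 4 genes named in the comparison of adult with embryonic red blood cells (RBC) and for ENSGALG00000017926, the gene with the highest mean. ENSGALG00000031597 and ENSGALG00000043234 stand at 2486 and 3491 on average in embryonic red blood cells, above the replicates of the other 3 cell types, while ENSGALG00000011715 is lowest there at 0.610.

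The comparisons with erythroblasts asked how red blood cells differ from an earlier stage of their lineage. Of 1268 genes tested between embryonic red blood cells and erythroblasts, 1196 changed by limma, 12 higher and 1184 lower in embryonic cells, with a median log2 fold change of -2.66. Centred on the median gene, 245 were higher and 245 lower, with equal sums 47 were higher and 706 lower, and with voom on the listed reads 277 were higher and 299 lower. Between adult red blood cells and erythroblasts 673 genes were tested and 592 changed, 2 higher and 590 lower in adult cells, with a median log2 fold change of -2.42. Leaving out erythroblast replicate 3 gave 1 higher gene in place of 2. Median centring gave 175 higher and 177 lower genes, and equal sums gave 183 higher and 91 lower. Voom on the listed reads turned the direction to 471 higher and 56 lower. The listed reads come from 804 genes in adult red blood cells and 10303 in erythroblasts. A shorter list raises the share of each listed gene by construction, so how far this turn reflects the cells cannot be told.

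The comparisons with fibroblasts set each stage against a cell type outside the lineage. Between erythroblasts and fibroblasts 9442 genes were tested and 7554 changed by limma, 146 higher and 7408 lower in erythroblasts, with a median log2 fold change of -1.73. Median centring gave 1536 higher and 1219 lower genes, equal sums 1059 higher and 1528 lower, and voom on the listed reads 2308 higher and 1173 lower. Between embryonic red blood cells and fibroblasts 1304 genes were tested and 1275 changed, 12 higher and 1263 lower, with a median of -4.38. The split was 320 higher and 293 lower after median centring, 103 higher and 830 lower with equal sums, and 516 higher and 141 lower with voom on the listed reads. Between adult red blood cells and fibroblasts 756 genes were tested and 729 changed, 2 higher and 727 lower, with a median of -4.14. The 2 higher genes became 1 without adult replicate 1 and 3 without adult replicate 3. The split was 218 higher and 193 lower after median centring, 278 higher and 111 lower with equal sums, and 616 higher and 39 lower with voom on the listed reads.

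**Figure D3:**
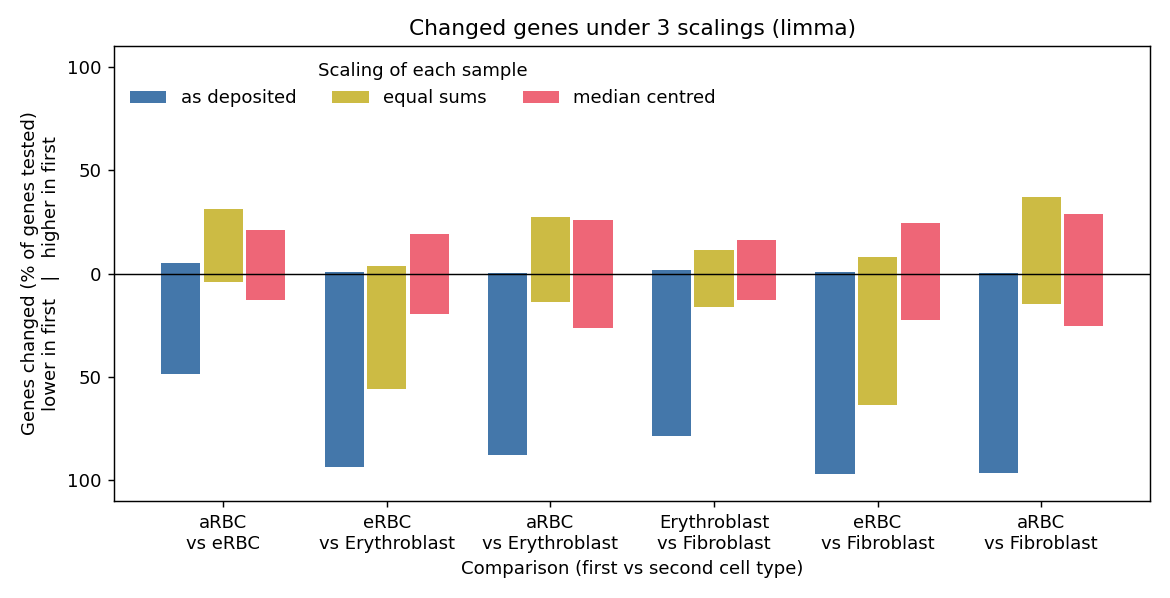
Genes changed (limma), as a percentage of the genes tested, for the 6 comparisons of cell types under 3 scalings of the samples (colours); bars above 0 are genes higher and bars below 0 genes lower in the first cell type named (aRBC, adult and eRBC, embryonic red blood cells). On the deposited scale lower genes outnumber higher ones in each comparison, for example 590 to 2 between adult red blood cells and erythroblasts, while the median-centred split there is 175 higher to 177 lower.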

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

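The alternatives were set before the data were examined, except the 2 fits with limma voom on recovered reads, which were chosen after seeing the data. In 119 cases a main result stayed within its spread, or a count within 1.5 times its value, and in 55 cases it moved further. The 119 include sums, shares of the highest genes and numbers of genes averaged with a replicate left out. With so few replicates such a mean cannot leave the SD of the full mean, so these cases are no evidence of stability. The 4 genes named in the comparison of adult with embryonic red blood cells kept direction and threshold in all 64 combinations of gene and alternative.

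The numbers of changed genes depended on the scaling. With samples centred on their median gene there were 66 changed genes between adult and embryonic red blood cells, 490 between embryonic red blood cells and erythroblasts, 352 between adult red blood cells and erythroblasts, 2755 between erythroblasts and fibroblasts, 613 between embryonic red blood cells and fibroblasts and 411 between adult red blood cells and fibroblasts. Equal sums gave 69, 753, 274, 2587, 933 and 389 in the same order, of which 933 is within 1.5 times of the 1275 genes on the deposited scale. Of the 105 genes changed between adult and embryonic red blood cells on the deposited scale, 35 were also changed after median centring and 18 with equal sums. Equal sums remove a factor common to all values of a sample by construction, and the deposited scale keeps it. Median centring subtracts a constant from log2(FPKM + 1) in each sample. On that scale a factor moves abundant genes more than low ones, so median centring removes it only in part.

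The genes tested mattered too. Setting genes missing from one table to 0 gave 159 changed genes between adult and embryonic red blood cells, 5953 and 5928 for embryonic and adult red blood cells against erythroblasts, and 10519 and 10509 against fibroblasts. More genes enter these tests, and a missing gene is only known to be below the cutoff. A single fit of the 4 cell types tests the 461 genes listed in all tables that pass the filter, and so gave 415 genes for embryonic red blood cells against erythroblasts, 365 for erythroblasts against fibroblasts, and 446 for each kind of red blood cell against fibroblasts. Limma voom on recovered reads, with the reads on listed genes as library size, gave 576 genes for embryonic red blood cells against erythroblasts, 3481 for erythroblasts against fibroblasts and 657 for embryonic red blood cells against fibroblasts. In adult red blood cells it kept the totals within 1.5 times, at 527 genes against erythroblasts and 655 against fibroblasts, but turned their direction, with 471 and 616 of them higher. These 2 are among the 119 by their totals alone, and so is adult against embryonic red blood cells, with 83 changed genes against 105 on the deposited scale. In embryonic red blood cells against fibroblasts and in erythroblasts against fibroblasts higher genes also came to outnumber lower ones, at 516 to 141 and 2308 to 1173, as in adult against embryonic red blood cells at 61 to 22. The listed reads come from lists of different length, so how much of the turns with red blood cells is due to the lists cannot be told. In erythroblasts, listed reads gave a factor of at least 0.171, and giving each unlisted gene the cutoff value raised it only to 0.174. This argues against the lists as the cause of the turn in erythroblasts against fibroblasts, where the median log2 fold change was 0.345. Reads on genes in none of the 4 tables are left out of this. With the deposited scaling kept, voom gave 139, 1235, 630, 8071, 1286 and 731 changed genes in the 6 comparisons.

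Leaving out each replicate in turn gave 94 to 115 changed genes between adult and embryonic red blood cells over 6 fits. It gave 1162 to 1195 and 565 to 601 for embryonic and adult red blood cells against erythroblasts, 7357 to 7568 for erythroblasts against fibroblasts, and 1267 to 1277 and 717 to 729 for embryonic and adult red blood cells against fibroblasts.

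With the replicate number as a block, the 6 comparisons gave 108, 1190, 596, 7582, 1277 and 731 changed genes, in the order adult against embryonic red blood cells, embryonic and adult red blood cells against erythroblasts, and erythroblasts, embryonic and adult red blood cells against fibroblasts. The block moved no count by more than 1.5 times and changed no call of the 4 named genes. Samples with the same number deviated together in adult red blood cells against fibroblasts only. In adult against embryonic red blood cells the correlations were -0.443, 0.208 and -0.227, so there the samples share only a number.

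The sum of values over the 462 genes in all 4 tables was 231257 in fibroblasts and 68528 in erythroblasts. Without the 10 highest genes it was 362763, 74288.5, 1904 and 905 in fibroblasts, erythroblasts, embryonic and adult red blood cells. The 10 highest genes held 68.4%, 64.5%, 92.4% and 72.4% of the sum over the 462 shared genes in fibroblasts, erythroblasts, embryonic and adult red blood cells, so that adult cells no longer lay apart from fibroblasts and erythroblasts. The 100 highest genes held 47.3%, 55.8%, 93.6% and 85.5% of the whole sum in the 4 cell types. At a threshold of 0.1 the numbers of genes were 13204, 10269, 1354 and 800.3, and at 10 they were 6206, 1245, 35 and 23. In every replicate at once, 10720, 7172, 265 and 88 genes reached 1, and 11702 fibroblast genes did so on their mean. The order of the 4 cell types in the sum and in the number of genes was the same in each of these alternatives. Counting any listed gene, 462 genes were in all 4 tables and 481 in both red blood cell tables, and 16 and 16 at a threshold of 10. Spearman's rho between replicates averaged 0.839 in embryonic and 0.438 in adult red blood cells, against Pearson's r of 0.973 and 0.829. Another threshold or set of genes is counted in these alternatives by construction, and for the correlations the cause was not tested.

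The gene lists planned at the start were not run, because the IDs carry no names, and the alternatives for tables without replicate columns were not needed. The cutoff of 0.3, rather than depth, limits what the red blood cell tables show, since their listed genes have medians of 566 reads or more per library.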

Other observations

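Of the tests of explanations in this section, some were chosen only after the results had been seen. They were those of the sums of values, of the lengths of the red blood cell lists, of depth and of the splits of the samples. The other tests were chosen before.

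The 3 lists of erythroid cells are shorter, and their sums lower, than those of fibroblasts. The cell-number scaling acts on both, because values are multiplied by a factor under 1 and the lists stop at a scaled value of 0.3. For the length of the lists, fibroblast values were multiplied by the lowest factor each cell type allows if its replicates share 1 factor. With the erythroblast factor, 10829 fibroblast genes would stay at or above the cutoff, where the erythroblast table lists 10303. The number was 10786 to 10799 when a fibroblast replicate was left out. With the embryonic factor 2662 would stay, where 1354 are listed, and a higher factor would leave more, 4715 at its upper estimate. So the scaling does not account for all of the shortening of either list, and a difference in how the signal is spread over genes has to be added. In adult red blood cells the lower bound and the upper estimate of the factor would leave 452 and 2932 fibroblast genes, where 804 are listed, so scaling alone and scaling with a narrower set of genes cannot be told apart. What keeps this open is how little is known of the adult factor.

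For the sums, the upper estimate of the factor puts its fall from fibroblasts to erythroblasts at 5.76-fold, more than the 4.40-fold fall of the sum. From fibroblasts to embryonic red blood cells it puts the fall at 50.1-fold, against 33.9-fold for the sum. These are estimates and not limits, because reads on genes in none of the 4 tables would raise the factor. If they hold, the scaling is more than enough to lower the sum in these 2 cell types, and the sum before scaling was higher than in fibroblasts. For the sum to fall as much as the factor, the factor would have to be 0.228 in erythroblasts and 0.0295 in embryonic red blood cells, above the upper estimates of 0.174 and 0.0199. The upper estimate for fibroblasts, 0.977, was below their factor of 1 by a much smaller proportion. In adult red blood cells the fall of the factor is put at 82.4-fold by the upper estimate. If the replicates share 1 factor, that fall is at most 395-fold. The sum falls by 192-fold, so there the share of the scaling cannot be told. The factor may itself stand for a smaller amount of RNA per cell, which the design names as a difference between cell types, and the files hold no measurement of RNA per cell that would test this.

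The comparison of adult with embryonic red blood cells could carry a bias of gene length, since degraded RNA or small RNAs change the share of short genes. A smooth trend on recovered gene length was removed from each sample, and 71.2% of the 66 genes changed after median centring were still past the threshold. This argues against length as the whole cause of those changes. The difference in age and stage of the animals remains as an untested biological explanation, along with differences in the handling of the cells, for which the labels give no batch.

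Adult red blood cell replicate 3 stood apart from replicates 1 and 2. Its 2916238 reads on listed genes were the fewest of the 3. With the reads of replicates 1 and 2 drawn down at random to that number, r between those 2 was still 0.937, against at most 0.823 for replicate 3 with either. Lower depth alone is therefore argued against. Without the 10 highest genes its r with replicate 1 was 0.737, down from 0.823 with all genes, against 0.901 between replicates 1 and 2, and with a trend on gene length removed it was 0.814 against 0.934. A few abundant genes and gene length are therefore not the whole cause. RNA of other cells in the blood sample was tested by setting its deviation against the ratio of fibroblast to embryonic red blood cell values across the 462 genes in all tables. Spearman's rho was 0.137, between the values that would have spoken for or against it, so a mixed sample and a difference between hens cannot be told apart. Markers of blood cell types could not be used without gene names. Leaving the replicate out gave 111 changed genes between adult and embryonic red blood cells, against 105 with it.

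Erythroblast replicate 1 stood apart from replicates 2 and 3 in the same way. With the reads of replicates 2 and 3 drawn down to its depth, r between them was 0.994, against at most 0.905 for replicate 1 with either. Its r with replicate 2 was 0.896 without the 10 highest genes, against 0.996 between replicates 2 and 3, and 0.903 with the length trend removed, against 0.996. Depth, a few abundant genes and gene length are each argued against as the whole cause. The labels give no batch or date, and no biological explanation was tested within a cell line. Without this replicate 1162 genes were changed between embryonic red blood cells and erythroblasts and 7522 between erythroblasts and fibroblasts.

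Other splits of the samples were tested for each of the 6 comparisons. In each, 1 of the 10 splits of the 6 samples into 3 and 3 gave as many changed genes, and it was the real one. The other 9 splits gave 0 changed genes in each comparison. At an unadjusted p under 0.05 they gave at most 51 genes, in erythroblasts against fibroblasts, where the real split gave 8432, and at most 5 in the other 5 comparisons. Each of these splits mixes both cell types, and with 10 splits the share cannot be less than 0.1, so the share by itself decides nothing. Replicate numbers went together in adult red blood cells against fibroblasts, where 4 of the 10 splits part all 3 same-numbered pairs. Among these 4, 1 gave as many changed genes, again the real one, and the other 6 splits part 1 pair each.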
